A study of Nematostella vectensis with 18 samples.

How the data were processed

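Bulk RNA-seq was used to measure transcript levels in cells sorted from dissociated tentacles of the sea anemone Nematostella vectensis. Polyps were kept at 18 °C in water of 16 permil salinity and were untreated, per the labels. Each of 2 transgenic reporter lines expressed the fluorescent protein mOrange from the promoter region named in its label, Ncol3 or Nep3. Fluorescence-activated cell sorting gave a positive and a negative population per line. RNA was extracted with TRIzol and made into directional libraries selected for poly(A) RNA, per the labels.

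The deposited values are raw counts per gene, 1 column for each of the 18 libraries, which the authors provided as a single table with no normalization. This unit was taken from the values, which are whole numbers with totals that differ between libraries. The aligner, the counting tool, the genome build, the annotation release, the strand setting and any filter are not stated in the labels, and how reads shared between near-identical or overlapping genes were assigned is therefore not known. Paralogs and overlapping genes are uncertain for that reason. The table has 24538 entries, of which 24537 are gene IDs of the form NV2 followed by a number and 1 is the reporter transcript mOrange2. A total of 773 entries had no count in any library. None of the gene IDs matched an identifier in the gene name table that was used (0 matches), so genes are given by ID and no gene position is given. The planned tests of gene families, and of marker genes other than mOrange2, were not run because they need gene names.

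Samples were grouped by reporter line and sort gate from their titles, which gave 4 groups. The Ncol3-negative and Ncol3-positive groups had 4 libraries each and the Nep3-negative and Nep3-positive groups had 5 each. Replicate numbers were read from the same titles. The labels conflict for the Nep3 line: the design text of the series gives 4 replicates per condition, and the descriptions of all 5 Nep3-positive libraries give the number 1, while their titles run from 1 to 5. The titles were followed, so the numbers of replicates and the pairing in this line rest on them. Positive and negative libraries of a line share these numbers, and this is the only source of the pairing; the labels do not say whether a same-numbered pair came from the same dissociated tissue. All 18 libraries carry the same batch label, so no comparison could be repeated within labelled batches.

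Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr using the 4 groups, which left 18976 genes. Library sizes were scaled with TMM factors, and 1 quasi-likelihood model with a mean per group was fitted to all 18 libraries with robust estimation. The biological coefficient of variation common to all genes was 25.4%. The comparisons were positive against negative in each line, the difference between these differences (the interaction), the 2 positive populations and the 2 negative populations. All tests were two-sided, and p-values were adjusted over all genes with the Benjamini-Hochberg method at a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Expression is given as mean ± SD in CPM, the gene's count relative to the library size after TMM scaling. Principal components were computed from log2 CPM with a prior count of 2.

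The differences in genes detected (at least 1 CPM without TMM scaling) and in the share of counts in the 20 highest genes of a library were tested with exact permutation tests within each line. These 4 tests were treated as 1 family. The model was tested on a single simulated data set per comparison, in which 200 of 18976 genes were changed, as many up as down. It called 65.5% of the changed genes in the Ncol3 line, 76.5% in the Nep3 line and 45.5% for the interaction, and false calls made up 4.38%, 6.71% and 7.14% of the calls. Far more genes were called in the real data, where the choice of scaling matters. The simulation had no such shift in composition, so these shares do not give the error rate of the real calls.

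Genes are named by a rule set before the data were examined, as were the groups, the tests and all but some of the alternatives. For each of the first 3 comparisons, the 2 highest and 2 lowest log2 fold changes were taken among genes with an adjusted p-value under 0.05 and a mean of at least 10 CPM. In the comparisons within a line, the positive and negative libraries also had to show no overlap in CPM. For the interaction, the gene had to pass the threshold in only 1 line or in both lines in opposite directions. NV2.18817 is outside this rule and was chosen after its values were seen.

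The alternatives were DESeq2 size factors, library size without scaling factors, TMM without the 20 genes with the highest totals, no filter, a mean of at least 5 CPM, DESeq2 1.42.0, voom with quality weights in limma 3.58.1, a fit of only the groups compared, the replicate number within a line as a block, a threshold of 0.01, and leaving out each library in turn. Fits that used only Ncol3 replicates 1 and 2, or only 3 and 4, and paired exact tests of composition, in which the sign of the difference in each same-numbered pair was flipped, were added after the data were seen. Total counts lay between 5463324 and 15269119 per library, and differences in low genes are limited by this depth. Reads carry no molecular identifiers, so counts are not all independent molecules. Figures were drawn with matplotlib 3.10.9.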

Results

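Transcripts were counted in tentacle cells of Nematostella vectensis, sorted as positive or negative for a reporter of cnidocytes, the stinging cells of cnidarians. Negative cells may still hold cnidocytes that the reporter did not mark. Ncol3 encodes a minicollagen of the stinging capsule and Nep3 encodes a protein of the capsule content; reporters driven by these genes were used to sort the cells. The series was designed to compare positive and negative populations within each reporter line and to find the expression programs of cnidocyte types. There were 18 libraries: 4 Ncol3-negative, 4 Ncol3-positive, 5 Nep3-negative and 5 Nep3-positive.

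Sequencing depth did not separate the sorted populations. The total was 9118073 ± 3981104 counts in Ncol3-negative (SD, n = 4) and 9974902 ± 1061910 in Ncol3-positive libraries (n = 4; exact permutation test, two-sided, p = 0.714). It was 10643669 ± 3075864 in Nep3-negative (n = 5) and 10754310 ± 2825921 in Nep3-positive libraries (n = 5; exact permutation p = 0.968). The smallest library was Ncol3-negative replicate 4 with 5463324 counts and the largest was Nep3-positive replicate 5 with 15269119.

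Libraries were compared in pairs across genes. Pearson's r of log2 CPM between replicates lay between 0.936 and 0.975. Between positive and negative libraries it lay between 0.850 and 0.914 in the Ncol3 line and between 0.824 and 0.891 in the Nep3 line. Between the negative populations of the 2 lines r lay between 0.919 and 0.949, which overlaps the range of replicates. As a check for a library deposited more than once, the counts of replicates were compared, and the chi-square statistic per degree of freedom was at least 6.29 in every pair. It was 7.29 between Ncol3-positive replicates 1 and 2 and 8.08 between 3 and 4, and between 65.7 and 91.5 for the other Ncol3-positive pairs. Nep3-negative replicates were not all equally alike either. The statistic was 6.53 between replicates 1 and 2, 11.3 between 3 and 4, and between 20.4 and 67.1 for the other pairs. Between Nep3-positive replicates 3 and 4 it was 6.29, and between 14.8 and 40.8 for the other Nep3-positive pairs. All libraries were counted as separate samples, as their titles list them; this check does not show that they came from different animals. The first principal component held 36.8% of the variance and separated Nep3-positive libraries from all others. The second held 21.9% and separated Ncol3-positive libraries. Within the Ncol3 line, replicates 1 and 2 lay apart from replicates 3 and 4 on the second component, and the main results that involve this line are also given within each of these pairs.

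**Figure D1:**
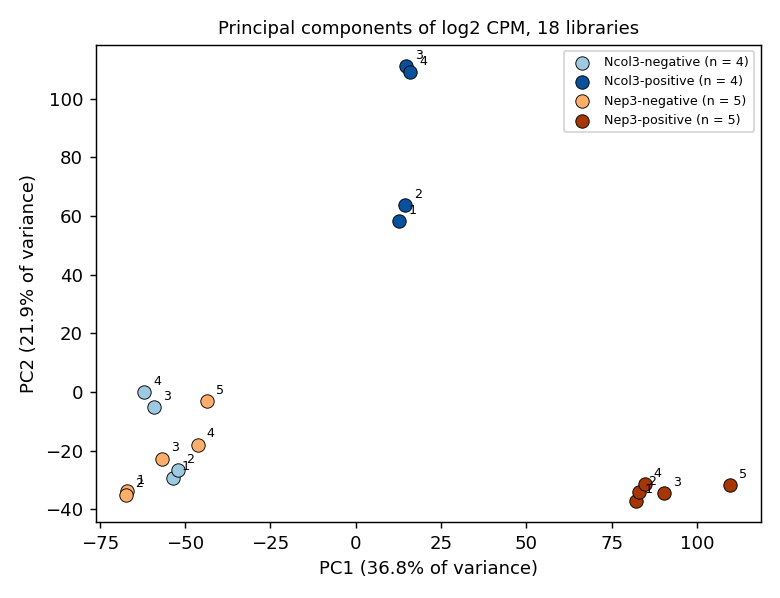
Principal components of log2 CPM for the 18 libraries, with the first component (36.8% of variance) on the x axis and the second (21.9%) on the y axis. Each point is a library, coloured by group and numbered by replicate; Nep3-positive libraries lie to the right, Ncol3-positive libraries at the top, and the 9 negative libraries lie together at the left.

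The composition of the libraries was compared because a few abundant transcripts can alter the scaling of all others. The 20 highest genes of a library held 12.2% ± 0.963 of the counts in Ncol3-negative (SD, n = 4) and 27.8% ± 7.71 in Ncol3-positive libraries (n = 4), a difference of 15.5 percentage points. The two-sided exact permutation p was 0.0286, the smallest that 4 against 4 libraries allow, and 0.0762 after Benjamini-Hochberg adjustment over the 4 tests of composition. In the Nep3 line the share was 16.5% ± 1.95 in negative and 14.1% ± 0.954 in positive libraries (n = 5 each), so it fell by 2.44 percentage points (exact permutation p = 0.0397, adjusted 0.0762). Ncol3-positive libraries had 16429 ± 1079 genes at 1 CPM or more against 17932 ± 344 in Ncol3-negative libraries (exact permutation p = 0.0571, adjusted 0.0762, n = 4 each). Nep3-positive libraries had 17378 ± 211 such genes against 17087 ± 252 (exact permutation p = 0.103, adjusted 0.103, n = 5 each). None of the 4 tests of composition passed 0.05 after adjustment. With same-numbered libraries as pairs, the share of the 20 highest genes was higher in positive cells in 4 of 4 Ncol3 pairs and lower in 5 of 5 Nep3 pairs (exact permutation within pairs, two-sided, p = 0.125 and 0.0625). These are the smallest p-values that 4 and 5 pairs allow, so the paired tests could not pass 0.05. Genes detected were lower in positive cells in 4 of 4 Ncol3 pairs and higher in 4 of 5 Nep3 pairs (exact permutation p = 0.125 and 0.188). In the Ncol3 line, the 20 highest genes held 20.7% and 21.5% of the counts in positive replicates 1 and 2, against 11.7% and 11.2% in the negative replicates. In replicates 3 and 4 they held 34.0% and 34.9%, against 12.9% and 13.2%. The genes detected numbered 17548 and 17157 in positive replicates 1 and 2, against 17821 and 18213, and 15549 and 15462 in replicates 3 and 4, against 17494 and 18199. With every library thinned to the lowest total and genes counted from 1 count, the difference in the Nep3 line was 18.4 genes (exact permutation p = 0.873) and that in the Ncol3 line was −1042.5 genes (exact permutation p = 0.0857).

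A single gene, NV2.18817, which was chosen after its values were seen, was the most abundant entry in every Ncol3-positive library. It also ranked first in every Nep3-negative library and in Ncol3-negative replicates 3 and 4. It took 6.45% ± 3.07 of the counts in Ncol3-positive libraries (SD, n = 4) and 1.04% ± 0.494 in Ncol3-negative libraries (n = 4). In the Nep3 line it was the other way round, with 2.90% ± 1.03 in negative and 0.567% ± 0.115 in positive libraries (n = 5 each). The share was 3.35% and 4.28% in Ncol3-positive replicates 1 and 2 and 8.88% and 9.29% in replicates 3 and 4, against 0.695%, 0.545%, 1.40% and 1.53% in Ncol3-negative replicates 1 to 4. The log2 fold change between positive and negative cells was 3.47 (SE 0.50) in the Ncol3 line and −2.41 (SE 0.43) in the Nep3 line.

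The reporter transcript mOrange2 was examined first among the genes because it tests the sort labels. It was at 299.0 ± 80.1 CPM in Ncol3-negative and 939 ± 255 CPM in Ncol3-positive libraries (SD, n = 4 each). It was at 87.5 ± 69.9 CPM in Nep3-negative and 712 ± 154 CPM in Nep3-positive libraries (n = 5 each). Every positive library exceeded every negative library of its line, with an exact permutation p of 0.0286 in the Ncol3 line and 0.00794 in the Nep3 line, the smallest that these designs allow. The log2 fold change was 1.65 (SE 0.47, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0129) in the Ncol3 line and 3.02 (SE 0.44, adjusted p = 2.78e-05) in the Nep3 line. As the only transcript of the marker list that could be matched, mOrange2 had p-values of 0.00258 and 3.11e-06 over that list alone. With the replicate number as a block, the log2 fold changes were 1.65 and 3.35 (edgeR adjusted p = 0.0011 and 4.36e-07). Library size without scaling factors moved the Ncol3 value most, to 0.92 (edgeR adjusted p = 0.0478). Within Ncol3 replicates 1 and 2 the log2 fold change was 1.66, and within replicates 3 and 4 it was 1.65, and neither passed the threshold (edgeR adjusted p = 0.148 and 0.111).

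Negative libraries were not free of mOrange2. Its level there was 31.8% of the positive level in the Ncol3 line and 12.3% in the Nep3 line. Without TMM factors these values were 53.0% and 11.6%. Within the Nep3-negative group it lay between 32.6 and 189 CPM. The difference between the 2 lines in the log2 fold change of mOrange2 was 1.37 (SE 0.61). It did not pass the threshold (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.124), but it did in 4 of 28 alternatives. These were the replicate block (1.70, edgeR adjusted p = 0.0106) and library size only (2.185, edgeR adjusted p = 0.00257). The others were voom with quality weights (2.01, limma adjusted p = 0.00507) and leaving out Nep3-negative replicate 4 (1.80, edgeR adjusted p = 0.0185). Whether this difference passed thus depended on the method and on a single library. With only Ncol3 replicates 1 and 2 it was 1.36 and with only 3 and 4 it was 1.39 (edgeR adjusted p = 0.351 and 0.244).

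**Figure D2:**
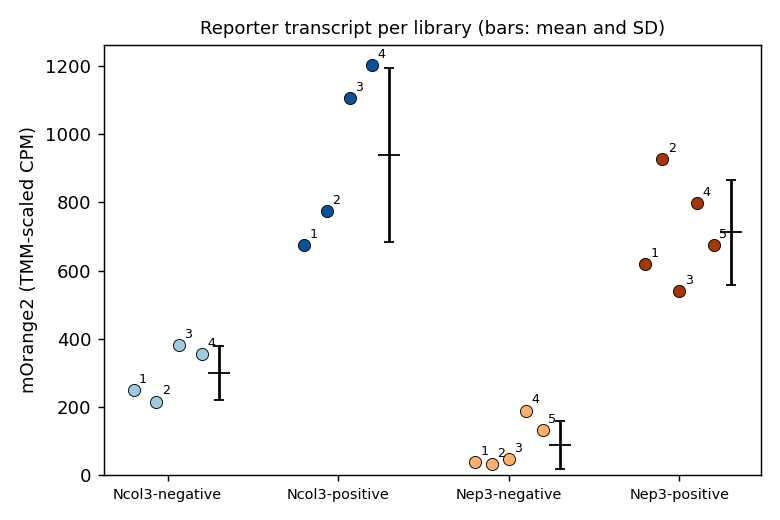
Level of the reporter transcript mOrange2 in TMM-scaled CPM (y axis) in each library, by group (x axis). Points are libraries numbered by replicate and bars are the group mean and SD; positive libraries lie between 539 and 1204 CPM, and negative libraries between 32.6 and 380 CPM.

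The comparison of Ncol3-positive with Ncol3-negative cells asks which genes distinguish the cells sorted by this reporter. Of 18976 genes tested, 5275 (27.8%) had an adjusted p-value under 0.05, 2799 higher and 2476 lower in positive cells. A change of at least 2-fold was found for 3232 of them. At an unadjusted p-value under 0.05 there were 7023 genes. The deviations of same-numbered positive and negative libraries from their group means had a mean correlation of 0.138, from 0.017 to 0.221 in single pairs. For libraries with different numbers the mean was −0.045. Deviations cancel out within a group, so a positive value for same numbers makes the other negative by construction. The value for different numbers is therefore no separate control. The fit with the replicate number as a block called 5500 genes. Scaling moved this result most: with library size only, 10585 genes passed, and 11.5% of them were higher in positive cells instead of 53.1%. The median log2 fold change of all genes was then −0.72 instead of −0.05. Within Ncol3 replicates 1 and 2, 2856 genes passed, of which 2712 were among the 5275 and had the same direction. Within replicates 3 and 4, 4316 passed, of which 3720 were among them in the same direction.

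Among the genes that met the naming rule, NV2.6826 and NV2.676 increased most in Ncol3-positive cells. NV2.6826 rose from 7.27 ± 5.58 to 179.6 ± 119 CPM (SD, n = 4 each), a log2 fold change of 4.66 (SE 0.63; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.29e-05). NV2.676 rose from 17.3 ± 13.3 to 413 ± 288 CPM, a log2 fold change of 4.59 (SE 0.66). In the Nep3 line both genes were lower in positive cells, with log2 fold changes of −1.46 (SE 0.50) and −1.39 (SE 0.52). The largest decreases were those of NV2.1202 and NV2.16299. NV2.1202 dropped from 32.98 ± 8.16 to 2.00 ± 1.33 CPM (log2 fold change −4.09, SE 0.44). NV2.16299 dropped from 431 ± 83.5 to 26.8 ± 5.89 CPM (log2 fold change −4.01, SE 0.22; edgeR adjusted p = 3.83e-11). With library size only, the 4 values were 3.82, 3.74, −4.81 and −4.73. Within Ncol3 replicates 1 and 2 they were 5.08, 4.87, −4.49 and −4.34, and within replicates 3 and 4 they were 4.53, 4.50, −3.73 and −3.70.

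The same question was asked of the Nep3 line. Between Nep3-positive and Nep3-negative cells, 7179 of 18976 genes (37.8%) passed the threshold, 3535 higher and 3644 lower in positive cells, and 4288 changed at least 2-fold. At an unadjusted p-value under 0.05 there were 8525. The mean correlation of the deviations of same-numbered libraries was 0.141, from 0.007 to 0.270 in single pairs. For different numbers it was −0.035, which again follows from the first value by construction. With the replicate number as a block 7376 genes passed. Library size only gave 6246 genes, of which 49.4% were higher in positive cells, against 49.2% with TMM. The Nep3 line thus had more genes past the threshold than the Ncol3 line with TMM, and fewer with library size only (6246 against 10585). It had 5 libraries per group against 4, and more of the simulated changes were called in it (76.5% against 65.5%). The counts therefore do not measure which line had the larger difference.

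By the same rule, NV2.14357 and NV2.25722 rose most in Nep3-positive cells. NV2.14357 was at 0.928 ± 0.799 CPM in negative libraries, with no count in replicate 1, and at 67.8 ± 32.7 CPM in positive libraries (SD, n = 5 each). Its log2 fold change was 6.15 (SE 0.58; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.47e-07). NV2.25722 rose from 4.91 ± 0.687 to 299 ± 68.6 CPM (log2 fold change 5.92, SE 0.30). Both were also higher in Ncol3-positive than in Ncol3-negative cells, by 3.73 (SE 0.59) and 2.88 (SE 0.30) on the log2 scale. NV2.16299, already named for the Ncol3 line, dropped from 355 ± 55.5 to 25.9 ± 6.23 CPM (log2 fold change −3.77, SE 0.19). NV2.17094 dropped from 49.2 ± 12.2 to 4.90 ± 2.31 CPM (log2 fold change −3.35, SE 0.45).

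The positive-against-negative differences of the lines were then set against each other. Across the 18976 genes, the log2 fold changes had a Pearson r of 0.383 (jackknife SE over libraries 0.0746) and a Spearman rho of 0.296; genes are not independent replicates, and no p-value is given. With the replicate block r was 0.386, with only Ncol3 replicates 1 and 2 it was 0.360, and with only 3 and 4 it was 0.309. Spearman rho was 0.295, 0.338 and 0.204 in the same order. A total of 3346 genes passed the threshold in both lines, where 1996 would be expected if the calls were independent. Of these, 2436 changed in the same direction, 964 higher and 1472 lower in both positive populations. The other 910 changed in opposite directions, of which 859 were higher in Ncol3-positive and lower in Nep3-positive cells and 51 the reverse. A further 1929 genes passed only in the Ncol3 line and 3833 only in the Nep3 line. With the replicate block, 2570 genes changed in the same direction and 1052 in opposite directions. With library size only the counts were 2380 and 1183. Within Ncol3 replicates 1 and 2 they were 1603 and 720, and within replicates 3 and 4 they were 1820 and 955.

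**Figure D3:**
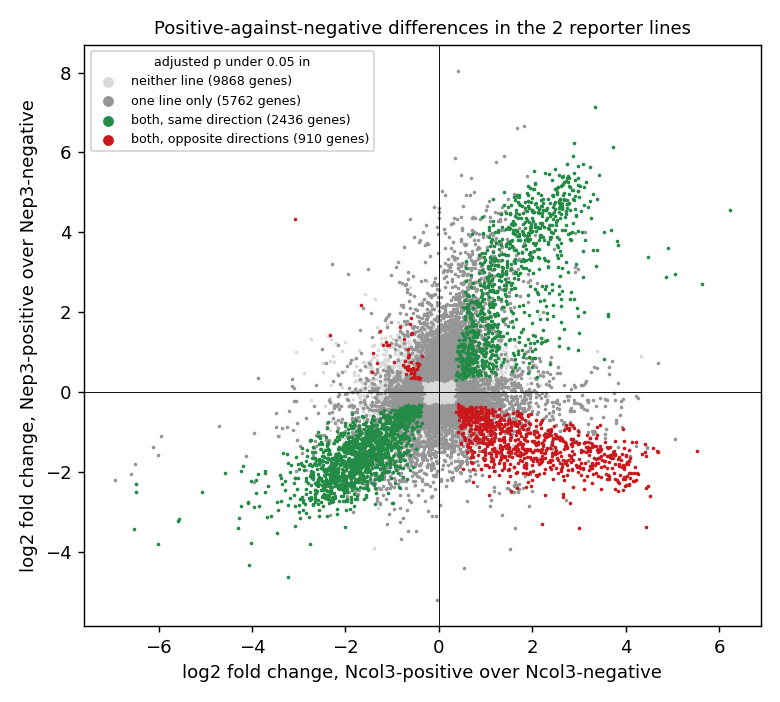
Log2 fold change of each of the 18976 genes between positive and negative cells in the Ncol3 line (x axis) and the Nep3 line (y axis). Green points are the 2436 genes that passed an adjusted p-value of 0.05 in both lines in the same direction and red points the 910 that passed in opposite directions, most of them in the lower right quadrant; grey points passed in 1 line (dark) or none (light).

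Whether the difference itself differed between lines was tested with the interaction term. It passed the threshold for 4324 genes (22.8%), 2100 with a higher and 2224 with a lower log2 fold change in the Nep3 line, and for 3082 of them the 2 log2 fold changes were at least 2-fold apart. At an unadjusted p-value under 0.05 there were 6464. With the replicate number as a block (mean correlations of same-numbered libraries 0.138 and 0.141), 4670 genes passed. Only 978 of the 1929 genes called in the Ncol3 line alone and 1640 of the 3833 called in the Nep3 line alone passed the interaction test, so for the others a difference between lines was not shown. All 910 genes with opposite directions passed it, which follows almost directly from their selection, since opposite differences add up in the interaction. Of the 2436 with the same direction, 581 passed. With library size only, 8744 genes passed and 86.9% had the higher value in the Nep3 line, instead of 48.6%, while the median interaction of all genes was 0.84 instead of 0.15. Within Ncol3 replicates 1 and 2 the interaction was called for 2681 genes and within replicates 3 and 4 for 4397.

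NV2.19715 and NV2.21432 had the highest interaction values among the genes that met the naming rule. NV2.19715 was at 50.6 ± 14.5 CPM in Nep3-positive libraries (SD, n = 5), and its mean was between 2.65 and 3.25 CPM in the other groups. Its interaction was 3.97 (SE 0.46; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.11e-06). NV2.21432 was at 39.6 ± 11.1 CPM in Nep3-positive libraries and had means between 1.56 and 2.65 CPM in the other groups (interaction 3.64, SE 0.47). Neither gene differed detectably between Ncol3-positive and Ncol3-negative cells (edgeR adjusted p = 0.669 and 0.171). NV2.3111 and NV2.11827 had the lowest values. NV2.3111 was at 19.99 ± 16.8 CPM in Ncol3-negative, 452 ± 326 in Ncol3-positive, 117 ± 45.7 in Nep3-negative and 19.6 ± 3.89 in Nep3-positive libraries (interaction −7.10, SE 0.90, edgeR adjusted p = 2.82e-05). NV2.11827 was at 12.5 ± 8.47, 268 ± 165, 83.9 ± 19.6 and 16.1 ± 2.95 CPM in the same order (interaction −6.81, SE 0.69). With only Ncol3 replicates 1 and 2 the 4 interactions were 3.88, 3.70, −7.43 and −6.95, and with only replicates 3 and 4 they were 4.04, 3.62, −6.99 and −6.72.

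**Figure D4:**
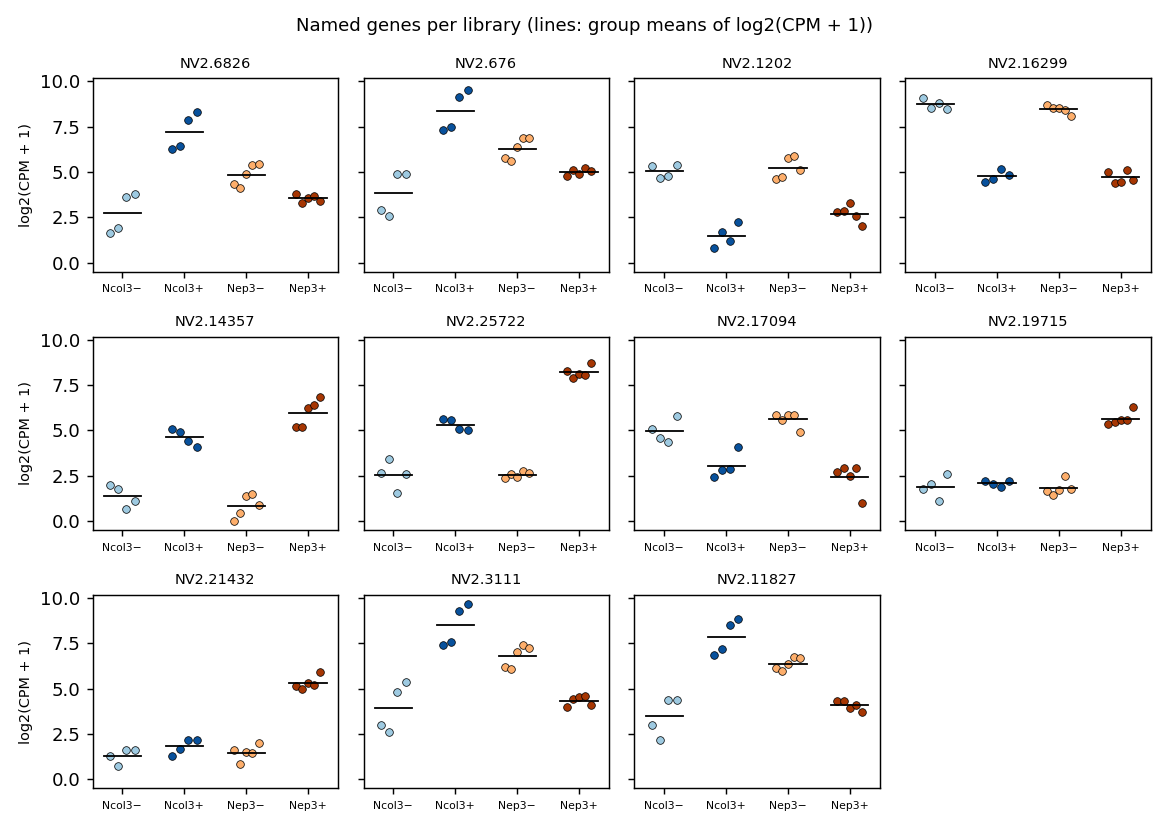
Level of the 11 named genes in each library as log2(CPM + 1) on the y axis, by group on the x axis (minus, negative; plus, positive). Points are libraries and lines are group means of the plotted values; NV2.19715 and NV2.21432 are raised in Nep3-positive libraries, and NV2.3111 and NV2.11827 are highest in Ncol3-positive libraries and next highest in Nep3-negative libraries.

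The 2 positive populations were also compared directly, and so were the 2 negative populations. Reporter line and sorted population cannot be told apart in either comparison. The negative populations differ in reporter line and may differ in the cnidocytes they still hold, so they do not measure line differences alone. Between Nep3-positive and Ncol3-positive cells, 7054 genes passed the threshold, 3926 higher and 3128 lower in Nep3-positive cells, and 3840 changed at least 2-fold. Between Nep3-negative and Ncol3-negative cells, 1613 genes passed, 972 higher and 641 lower in Nep3-negative cells, and 1022 changed at least 2-fold. At an unadjusted p-value under 0.05 there were 8605 and 4111 genes. With library size only, 9626 genes passed between the positive populations, 82.9% of them higher in Nep3-positive cells instead of 55.7%. Between the negative populations the same scaling gave 1584 genes, 37.9% of them higher in Nep3-negative cells instead of 60.3%. With only Ncol3 replicates 1 and 2, 4518 genes passed between the positive and 1648 between the negative populations, and with only replicates 3 and 4 the numbers were 7232 and 1002. NV2.3111 and NV2.11827 were higher in Nep3-negative than in Ncol3-negative cells by 2.57 (SE 0.63) and 2.75 (SE 0.49) on the log2 scale (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0184 and 0.00205).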

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

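Of the tests in this part, those of library depth were chosen before their results were seen; all others, including the regroupings of the libraries, were chosen only after the results they bear on had been seen in some form.

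The positive-against-negative difference differed between the reporter lines for 4324 genes by the interaction test. For named genes past the threshold, the interaction was −6.12 for NV2.6826, −5.98 for NV2.676, −7.10 for NV2.3111, −6.81 for NV2.11827 and −5.88 for NV2.18817. It was 2.42 for NV2.14357, 3.04 for NV2.25722, 3.97 for NV2.19715 and 3.64 for NV2.21432. The test was not passed by NV2.1202 (1.32), NV2.16299 (0.24), NV2.17094 (−1.34) or mOrange2 (1.37). Their edgeR adjusted p-values were 0.0893, 0.571, 0.154 and 0.124. NV2.18817 was picked after its values were seen and was not followed across the alternatives. The interactions of the 4 genes chosen for them lay on the same side of zero and of the threshold in all 28 alternatives run, from −7.65 to −6.20 for NV2.3111 and from 3.36 to 4.39 for NV2.21432.

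Several technical explanations were tested on the interaction count. Unequal depth was removed by thinning every library to 5463324 counts, after which 3996 genes passed, 3772 of them among the 4324. A few abundant genes were removed by leaving out the 20 with the highest totals, after which 4509 passed. Scaling matters more: with library size only, the number rose to 8744, yet 3244 of the 4324 genes still passed with the same direction. The remainder of the 4324 depends on the choice of scaling. Reporter-positive cells left in the Ncol3-negative fraction could shrink the differences of that line but are unlikely to turn them round, and 910 of the 4324 genes changed in opposite directions. Nor can such cells lower the Ncol3-positive level, and NV2.19715, NV2.21432 and NV2.25722 were at 3.25, 2.65 and 39.5 CPM in Ncol3-positive against 50.6, 39.6 and 299 CPM in Nep3-positive libraries. Their levels in negative libraries were alike, at 2.94, 1.56 and 5.51 CPM in the Ncol3 line and 2.65, 1.88 and 4.91 CPM in the Nep3 line. For these 3 genes the tables go against left-over cells; other genes with the smaller difference in the Ncol3 line were not examined one by one. A swap of positive and negative labels within a line is unlikely, since 0 positive libraries had as little mOrange2 as a negative library of their line. Nor did single libraries lie with the other line: the first principal component was 82.0 to 109.7 in Nep3-positive and 12.7 to 16.1 in Ncol3-positive libraries, and the third was −45.1 to −32.5 in Nep3-negative and 25.3 to 65.2 in Ncol3-negative libraries.

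Regrouping the libraries showed how often other splits give as many genes. Only splits that part the same-numbered libraries as the real one does are alike in that respect. In the Ncol3 line, 1 of 8 such splits, the real one, gave as many as 5275 genes, and the other 7 gave 0 genes each at the adjusted threshold, with 229 to 2958 at an unadjusted p-value under 0.05. In the Nep3 line it was 1 of 16, for the interaction 1 of 16, for the positive populations 1 of 16 and for the negative populations 1 of 16, again the real one each time. The highest number among the other splits of this kind was 0 genes (up to 4564 unadjusted) in the Nep3 line, 1 for the interaction, 2582 for the positive populations and 384 for the negative populations. These numbers of splits cannot give a share under 0.05, so they do not decide whether chance in how the libraries fell into groups gave the result. The other splits part fewer same-numbered libraries, so that more of these share a group. The labels share replicate numbers across lines too, but nothing shows that equal numbers pair libraries of different lines, so for the last 3 comparisons all splits are a fair set as well. Among all splits run, 35 for the Ncol3 line and 100 of 126 for each other comparison, only the real one gave as many genes (1 of 35 and 1 of 100), and the highest number apart from it was 47, 1346, 1973, 4460 and 402 genes in the order just given.

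GC content, gene length and reads shared between paralogs were not tested, because no gene sequences were used here. The interaction cannot be told apart from these explanations. On chance, the 16 splits that part same-numbered libraries alike cannot decide, whereas 1 of 100 over all splits run goes against it. One hypothesis left open, beside those untested explanations, is that the 2 reporters mark cnidocyte populations with different transcripts. Differences between the lines in animals or sorts were not tested and remain open too. The 3996 genes after thinning bear on depth only.

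In 3 cases a library lay far from the others of its group. NV2.17094 was at 15.8 CPM in Ncol3-positive replicate 4 and between 4.43 and 6.33 CPM in the other 3. NV2.19715 was at 4.62 CPM in Nep3-negative replicate 4, against 1.73 to 2.46 CPM in the others, and at 76.2 CPM in Nep3-positive replicate 5, against 40.1 to 46.6 CPM. These were 3 of 60 such tests. The number that chance alone would give was not estimated, so chance is not excluded. All 3 values came from libraries with the lowest or highest total of their group, here the highest each time, so a difference in library depth cannot be excluded as a source. No biological explanation was tested for these libraries.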

How the results depend on the processing

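All alternatives were set before the data were examined, except the fits to subsets of Ncol3 replicates, the leave-one-out and paired tests of the composition measures and some combinations of result and setting. No fold change, interaction or difference in composition followed across the alternatives reversed its direction, and the 12 comparisons of named genes stayed past the threshold in every alternative run on them.

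For the Ncol3 line and the interaction, library size without scaling factors changed the counts most, to 10585 and 8744 genes. It changed the count between the negative populations little, from 1613 to 1584 genes. Here the cause is visible in the TMM factors, which were 0.762 ± 0.197 in Ncol3-positive and 1.21 ± 0.0653 in Ncol3-negative libraries (SD, n = 4 each). Of the 5275 genes of the Ncol3 line, 3689 passed in the same direction. The balance of calls did turn over: the share of higher calls went from 53.1% to 11.5% in the Ncol3 line, from 48.6% to 86.9% for the interaction and from 60.3% to 37.9% between the negative populations. For mOrange2 in the Ncol3 line the adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) ranged from 0.000179 to 0.148 over its alternatives.

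Using only Ncol3 replicates 1 and 2 gave 2856 genes for that line, 2681 for the interaction, 4518 between the positive populations and 1603 changed in the same direction in both lines. With only replicates 3 and 4 these counts were 4316, 4397, 7232 and 1820, and 1002 genes passed between the negative populations (1648 with 1 and 2). The mOrange2 log2 fold change was then 1.66, and it was 1.65 with only replicates 3 and 4, neither past the threshold. The cause was not tested; both fits had the same number of libraries, so the number does not account for the difference between them. A threshold of 0.01 left 2689 genes for the interaction, 772 between the negative populations and 547 with opposite directions, fewer by construction. Without a filter, r between the lines was 0.294; the cause was not tested.

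Leaving out each library in turn gave from 1023 to 1490 genes between the negative populations across 9 fits. The share of these that were higher in Nep3-negative cells ranged from 47.4% to 64.1%, against 60.3% with all libraries. It was lowest without Ncol3-negative replicate 1, so the balance of calls turned over there too. In the Nep3 line, the difference in genes detected ranged from 214.2 to 379.7 across 10 tests, and the share of the 20 highest genes from −2.96 to −1.77 percentage points, on both sides of the threshold. With the 100 highest genes that share differed by −2.14 points (exact permutation p = 0.167). The cause was not tested.

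Among the other values, 20 moved and 4 became stronger. The 4 were all the interaction of mOrange2, whose adjusted p (edgeR, DESeq2 or limma) ranged from 0.00257 to 0.351. Alternatives for gene families and for other marker genes were not run, since no gene names could be paired. Without the filter, 5036 genes passed in the Ncol3 line and 7082 in the Nep3 line, of which 4745 and 6742 also passed with it. Depth limits the number of calls: with all libraries thinned to 5463324 counts, 3996 instead of 4324 genes passed the interaction test.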

Other observations

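All tests in this part were chosen only after the pattern they concern had been seen.

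The mOrange2 transcript was present in every library of sorted-negative cells, at 22.9% to 40.5% of the mean positive level in Ncol3-negative libraries and 4.58% to 26.6% in Nep3-negative libraries. One candidate explanation is reporter-positive cells left in the negative fraction. Such cells would carry their other transcripts along, so the 50 genes with the highest ratio of positive to negative cells, chosen without the library examined, should stand at least as high as mOrange2. Their median was between 1.90% and 9.84% of the positive level, and it reached mOrange2 in 0 of 9 negative libraries. Left-over cells like the average positive cell therefore left most mOrange2 signal unexplained in Ncol3-negative libraries and Nep3-negative replicates 4 and 5. In Nep3-negative replicates 1 to 3 the margin was smaller. The medians there were 2.16%, 1.90% and 3.14%, against 5.22%, 4.58% and 6.53% for mOrange2, so such cells could give a large part of it. Cells with reporter transcript but little fluorescence, or without those 50 genes, were not tested. On its own, a constant background of reads from native genes is unlikely, since mOrange2 differed 11.7-fold between the highest and the lowest negative library. That range does not exclude a background up to the lowest level, 32.6 CPM in Nep3-negative replicate 2. Nep3-negative replicates 1 and 3 were at 37.1 and 46.5 CPM, so most of the signal there could be such a background. Leakage of free RNA that favours mOrange2 was not tested.

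Genes higher in Ncol3-positive and lower in Nep3-positive cells made up 859 of the 910 with opposite directions. A candidate explanation is that cnidocytes with Ncol3 but not Nep3 activity were sorted into the Nep3-negative fraction, which would raise their genes there. To look at other libraries than those used for selection, 631 such genes were chosen from Ncol3 replicates 1 and 2 and Nep3 replicates 1 to 3. In the remaining replicates, their median log2 fold change of Nep3-negative over Ncol3-negative cells was 0.84, and 563 of them (89.2%) were higher. The highest median of 10000 random lists matched on expression was 0.13. These lists are not a null for the selection, which itself favours genes low in Ncol3-negative and high in Nep3-negative cells, and replicates of a group share these levels. The test therefore does not tell the hypothesis apart from the selection or from a difference between lines in these genes alone. A line-wide difference in genes higher in both positive populations was small, with a median of 0.053 over 776 genes, of which 53.2% were higher in Nep3-negative cells.

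Genes with consecutive ID numbers changed alike. Over 14875 pairs of tested genes with consecutive numbers, Pearson's r of the log2 fold changes was 0.348 in the Ncol3 line, 0.310 in the Nep3 line and 0.354 for the interaction. None of 1000 shuffles of the IDs reached these values (0 each), and the highest shuffled r was 0.025. An ID order without information is therefore unlikely as the source. If the numbers follow genome order, which was not tested, neighbouring genes, tandem copies sharing reads or transcripts split into more than 1 gene model might each give this pattern, and the data used here do not tell them apart.

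The Ncol3 libraries were divided by replicate number in all 3 ways that give pairs, with the sort gate in the model. Replicates 1 and 2 against 3 and 4 gave 1347 genes of 17692 tested with an adjusted p-value under 0.05. The other 2 divisions gave 0 genes each, with 284 and 179 at an unadjusted p-value under 0.05. The Nep3 libraries were not divided in this way. A difference between library batches could give this pattern, but the labels give all libraries 1 batch, so it cannot be told apart from a difference between animals or sorts. No biological explanation was tested.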
